A study of Homo sapiens with 5 samples. Its data were reported in "SMARCA4 controls state plasticity in small cell lung cancer through regulation of neuroendocrine transcription factors and REST splicing" (2024).

How the data were processed

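SMARCA4 (also called BRG1), an ATPase subunit of the SWI/SNF chromatin remodelling complexes, was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in 4 patient-derived xenografts (PDXs). PDXs are human tumours grown in mice, and these were of neuroendocrine (NE) small cell lung cancer (SCLC). The models were Lx95, Lx276, Lx761c and Lx891, with 1 ChIP library each. The remaining sample of the series was an input library pooled from the 4 PDXs, which served as the control for peak calling and has no peak list of its own. The 4 PDXs were treated as the replicates of a single group, so no comparison between groups of PDXs was made. No paired analysis was possible because the labels give a single group with peak lists and no numbers shared between groups.

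According to the methods, the authors trimmed reads with Trim Galore, aligned them to hg38 with bowtie2, removed duplicate reads with Picard and called peaks in each library with MACS2 at p below 0.001. The build of the annotation and sequence used here, GRCh38, is the same as hg38. Each deposited peak list gives the peak interval, its summit and 4 values. The deposited score is a whole number that was found to follow the −log10 p. The authors' fold enrichment is the ratio of ChIP over input reads at the summit, scaled for depth by MACS2. The authors' −log10 p is that of the peak in its own library, and the deposited −log10 q is the Benjamini-Hochberg (BH) adjustment made by MACS2 within that library. These values are the authors' own and were compared only within a library, or as ratios and counts formed within a library. The methods refer to the pipeline of the ATAC-seq experiments, which also removes peaks in blacklisted regions. Whether the deposited lists had been filtered in this way was not tested, since no blacklist was at hand, and no such filter was applied here.

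Read totals are not part of the peak lists. The number of reads at each summit (the summit pileup) and the number expected from the input were therefore solved from the fold enrichment and the p-value of each peak with the MACS2 formulas, in which fold enrichment is the observed plus 1 over the expected plus 1 and p is an upper Poisson tail. This recovered every peak, 100% in each library, with a largest error of 0.000168 in −log10 p. The lowest expected value is the library's background pileup, the mean number of extended reads over a base of the genome. Reads per library follow from it only under an assumed fragment length of 200 bp, the width of the narrowest peaks, and an assumed genome size of 2.7e+09 bp. In all 4 calls a single input read weighed 0.429 background units, so the input had the same depth in every call. Confidence intervals of fold enrichments are exact 95% Poisson intervals of the summit pileup with the expected value held fixed, and cover counting error only. A peak list holds only positions past the calling threshold, so a gene without a peak is a gene with no detected binding at that library's depth.

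Genes came from GENCODE v44, with 62700 annotated genes. The 5′ end of the gene was taken as its start site. A promoter peak has its summit within 5 kb of a gene 5′ end on either side, and a proximal one within 1 kb; other peaks are called distal. A candidate target gene is the nearest gene, of any type, to at least 1 summit. Promoter binding of genes was tested over 20007 protein-coding symbols, and a gene counted as bound when at least 2 of the 4 PDXs had a summit within 5 kb. The promoter share was compared with 100 circular shifts of the summits along each chromosome, with a one-sided permutation p. Shifts keep the spacing of peaks but also place them in assembly gaps, so positions 50 kb to either side of each summit were used as a second comparison. Peaks of different PDXs that overlapped by at least 1 bp were merged into regions, and the number of shared regions was compared with 100 shifts of the peaks of 3 of the 4 PDXs.

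Gene lists were compared with two-sided Fisher's exact tests, log2 odds ratios with 0.5 added to every cell, and BH adjustment over the 4 comparisons. The study's NE panel as used here holds 8 genes. The NE list holds 24 genes and the non-NE list 25; they follow a published NE signature but were written from memory and were not checked against it. The list of genes lowered by the SMARCA4/SMARCA2 ATPase inhibitor FHD-286 in both the H82 and H146 SCLC cell lines holds 904 names, of which 710 (78.5%) matched a protein-coding symbol, 24 matched another gene type, and 157 of the unmatched names were clone names. The lists of genes lowered or raised by FHD-286 in H82 with a matching change in accessibility hold 920 and 1132 names, of which 909 and 1123 were matched. Only the names of these lists, made by the authors from cell lines, were used. For promoter GC content, lists were compared with 10000 random lists (1000 for the H82 comparison) with the same promoter GC deciles.

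Binding words were the NEUROD1 E-box CATCTG and the forkhead word TGTTTAC (FOXA). Their rearranged controls were CTACTG and TTGATTC. The share of 200 bp windows centred on summits with the word on either strand was divided by the share in windows centred 1000 bp to either side. Means over the 4 PDXs were tested with a two-sided exact sign-flip permutation test, whose smallest possible p with 4 values is 0.125. Some items set at the start were withheld after the data were seen, for a reason other than their values, so the panel, the NE list and the words are each shorter by 1 than first set.

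The genes named were fixed by rule. They are the NE panel, CHGB, SRRM4, RTN1, NRSN1, MYT1, REST, NOTCH2, YAP1, HES1, HEY1, ERBB2, ERBB3, ERBB4 and NRG1, and the 5 protein-coding genes bound in all 4 PDXs whose lowest promoter-peak fold enrichment was highest. That rule, the lists, the tests and the settings listed next were set before the data were examined. Other settings tried were q below 0.01, the 20000 peaks of each PDX with the smallest p, autosomes only, a 1 kb window, any overlap of the peak interval with the window, any annotated transcript start, protein-coding genes only, 50% reciprocal overlap, summits within 200 bp, binding in at least 3 or in all 4 PDXs, GC-matched lists, other motif windows, and leaving out each PDX. Under the autosome setting, genes on other chromosomes left both the lists and their backgrounds; this handling was set after a first version had counted them as unbound. Settings added after the data were seen were thinning of the pileups of called summits to the background of the shallowest library, the 50 kb comparison, weighting of flanking windows to the GC content of the summits in bins of 5%, comparison of promoter and distal peaks within those bins, and GC-matched lists for the H82 comparison.

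Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, the reference was indexed with samtools 1.23.1, and figures were drawn with matplotlib 3.10.9. Pileup recovery, promoter share, shared regions, motif share and the gene-list test were run on simulated data; the other steps, such as thinning, nearest-gene assignment and GC matching, were not. Of 50000 simulated summit pileups 99.5% were recovered exactly, of 2000 planted shared regions 1999 were found, and 4% of 1000 random gene lists passed a Fisher's exact p of 0.05, while 99.8% of the planted ones did. All simulated lists had the same size, larger than the panel and the NE and non-NE lists. The 99.8% is therefore not the power of the tests of those shorter lists. Pathway tests, genome-wide motif searches and the RNA-seq and ATAC-seq experiments of the study were not analysed here.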

Results

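SMARCA4 binding was profiled in the NE SCLC PDXs Lx95, Lx276, Lx761c and Lx891, each with 1 ChIP library called against the same pooled input. Because every PDX has a single library, the spread given below is between PDXs (SD, n = 4), and there are no replicates within a PDX.

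MACS2 peaks numbered 126322 in Lx95, 104628 in Lx276, 82743 in Lx761c and 80132 in Lx891, with a mean of 98456 ± 21581 (SD, n = 4). Peaks with q below 0.01 made up 98.8%, 97.7%, 94.7% and 94.4% of them. Peaks covered 63.8 Mb in Lx95, 76.7 Mb in Lx276, 46.6 Mb in Lx761c and 44.8 Mb in Lx891, and the median peak width was between 326 and 457 bp. Median fold enrichment over input was 4.85 in Lx95 and 4.43, 4.16 and 4.14 in Lx276, Lx761c and Lx891.

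Depth was read from the background pileup, which was 1.06 reads in Lx95, 1.88 in Lx276, 1.86 in Lx761c and 1.85 in Lx891. Under the assumed fragment length and genome size these correspond to 14.3 M reads in Lx95, 25.4 M in Lx276, 25.2 M in Lx761c, 24.9 M in Lx891 and 31.5 M in the input (M, mega). The library with the most peaks therefore had the lowest background. Summits held a median of 12 reads in Lx95, 16 in Lx276 and 15 in Lx761c and Lx891, and the weakest peaks rested on 5 reads in Lx95 and 7 in the other PDXs. Thinning every called summit to the background pileup of Lx95, without calling peaks again, was the alternative that moved the mean peak number most. It left 89655 peaks in Lx276, 69151 in Lx761c and 66853 in Lx891, with a mean of 87995 including Lx95. Distal summits of Lx95 had a median GC content of 54.0% in 200 bp windows, against 44.5%, 41.5% and 42.5% in Lx276, Lx761c and Lx891.

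**Figure D1:**
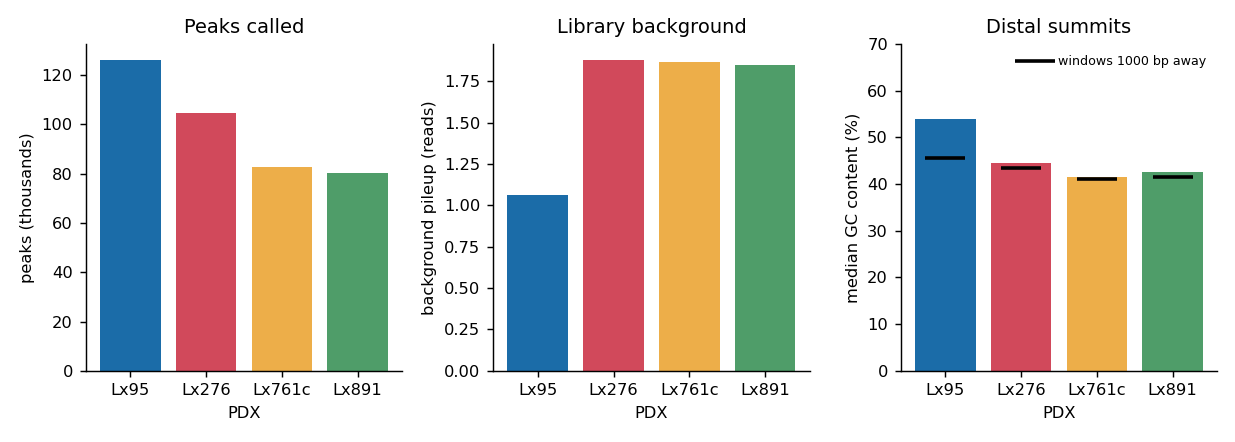
Peaks called, background pileup (reads) and median GC content of distal summit windows (percent) in each of the 4 PDXs, with black lines for the GC content of windows 1000 bp away. Lx95 has the most peaks, the lowest background pileup (1.06 reads) and the highest GC content (54.0%).

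The study asked where SMARCA4 binds relative to genes. Summits within 5 kb of a gene 5′ end made up 36.7% of peaks in Lx95, 33.1% in Lx276, 38.1% in Lx761c and 33.3% in Lx891, with a mean of 35.3% ± 2.51 (SD, n = 4). Circularly shifted peaks gave 17.6%, 16.7%, 16.3% and 15.9%. The observed share was 2.09, 1.98, 2.33 and 2.09 times the shifted one, with a one-sided permutation p of 0.0099 in each PDX, the smallest that 100 shifts can give. Relative to positions 50 kb to either side of the same summits, the ratio was lower, with a mean of 1.68 over the 4 PDXs. The alternative that moved the ratio most was a window of 1 kb, under which the share was 18.9% ± 1.59 (SD, n = 4) and its mean ratio to shifted peaks 4.91. Outside the 5 kb window, introns held 41.9% ± 0.84 of summits (SD, n = 4), against 44.4% after shifting, and intergenic sequence held 19.3% ± 2.07, against 35.8% after shifting.

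Median fold enrichment of promoter peaks over distal peaks had a log2 ratio of 0.20 in Lx95, −0.02 in Lx276, −0.02 in Lx761c and −0.02 in Lx891. The mean of 0.03 ± 0.11 (SD, n = 4) was above 0 in 1 of 4 PDXs and gave an exact sign-flip p of 1. A 1 kb window moved the mean most, to 0.13, with 0.52 in Lx95 and −0.03 to 0.02 in the others, and a window around protein-coding genes only gave 0.31 in Lx95 and −0.04 to −0.02 in the others. Without Lx95 the mean was −0.02, and in the 20000 peaks with the smallest p of each PDX it was −0.04, so neither its sign nor a difference was established.

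Nearest-gene assignment gave 37403 candidate target genes of any type in Lx95, 28927 in Lx276, 26846 in Lx761c and 24283 in Lx891, a mean of 29365 ± 5685 (SD, n = 4). The 20000 peaks with the smallest p moved this count most, to a mean of 12287. Restricting the annotation to protein-coding genes gave 17075, 14627, 13837 and 13035 genes.

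Whether the PDXs share binding sites was addressed by merging overlapping peaks into 247048 regions. Of these, 185803 (75.2%) held a peak of 1 PDX only, 32154 (13.0%) of 2, 16256 (6.58%) of 3 and 12835 (5.2%) of all 4. Shifted peaks gave 22.2 ± 4.65 regions shared by all 4 PDXs (mean and SD of 100 shifts), with a highest value of 34. The observed number was 578 times that mean, with a one-sided permutation p of 0.0099, the smallest possible. Shifting also removes the preference of peaks for promoters, and no comparison that keeps this preference was run for shared regions. The ratio therefore does not separate sharing of particular sites from a common preference for such sequence. The size of this ratio depends on the setting. It was 8594 with summits within 200 bp, and 65.7 for regions shared by the remaining PDXs when Lx891 was left out. Requiring 50% reciprocal overlap moved the count most, to 1323 regions. The share of regions within 5 kb of a gene 5′ end was 23.6% for those in 1 PDX, 31.4% in 2, 44.2% in 3 and 66.5% in 4, while their median width grew from 297 to 1850 bp, and the comparison was not matched on width. Regions found in a single PDX made up 65.9% of the regions of Lx95, 53.4% of Lx276, 40.9% of Lx761c and 43% of Lx891.

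**Figure D2:**
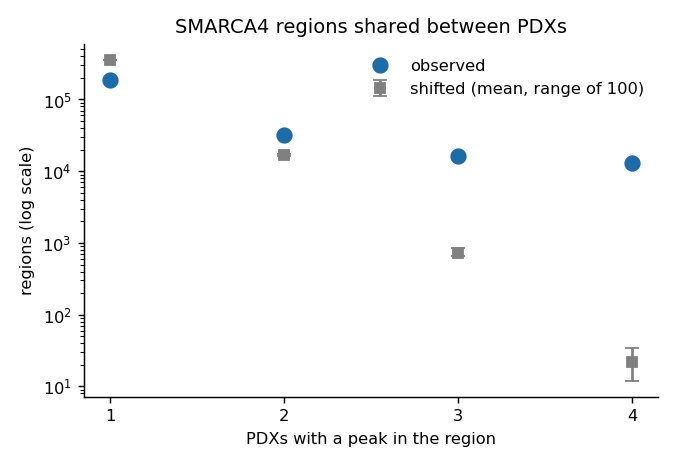
Number of merged regions (log scale) by the number of PDXs with a peak in the region, for the observed peaks and for circularly shifted peaks (mean and range of 100 shifts). All 4 PDXs had a peak in 12835 observed regions and in 22.2 regions on average after shifting.

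The study examined promoters of NE lineage transcription factors and NE genes. The 8 genes used from its panel (NEUROD1, SYP, CHGA, INSM1, FOXA2, DLL3, GRP and FOXA1) had a summit within 5 kb of the 5′ end in 4 of 4 PDXs, as did CHGB. Among these 9 genes, NEUROD1, INSM1 and GRP had a summit within 1 kb in 3 of 4 PDXs, and the others in 4 of 4. NEUROD1 (ENSG00000162992.5, chromosome 2, 181668295 to 181680827, minus strand) had its peak with the smallest p inside the gene, 237, 275 and 406 bp from the 5′ end, in Lx95, Lx276 and Lx891, with fold enrichments of 8.15 (5.24 to 12.2), 5.83 (4.06 to 8.11) and 5.04 (3.3 to 7.40). In Lx761c the only NEUROD1 summit within 5 kb lay upstream (offset −3781 bp), at 181684608, with a fold enrichment of 4.27 (2.47 to 6.98). Across the 8 panel genes the fold enrichment of the peak with the smallest p ranged from 2.93 at CHGA in Lx276 to 23 at FOXA2 in Lx95.

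**Figure D3:**
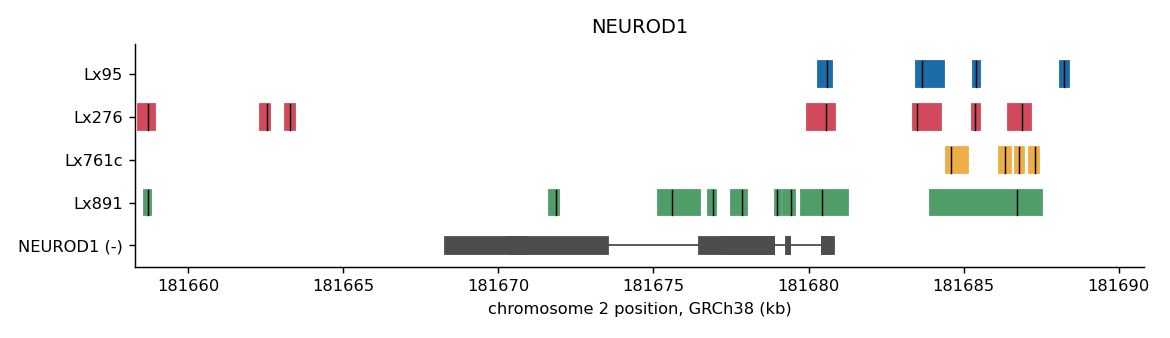
Peak intervals (boxes) and summits (black lines) of the 4 PDXs over NEUROD1 on chromosome 2, with annotated exons below and GRCh38 positions in kb on the horizontal axis. Peaks of Lx276 and Lx891 overlap the 5′ end of NEUROD1 and a Lx95 peak lies next to it inside the gene, while Lx761c has no peak over the gene itself and its nearest summit is upstream (offset −3781 bp).

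**Figure D4:**
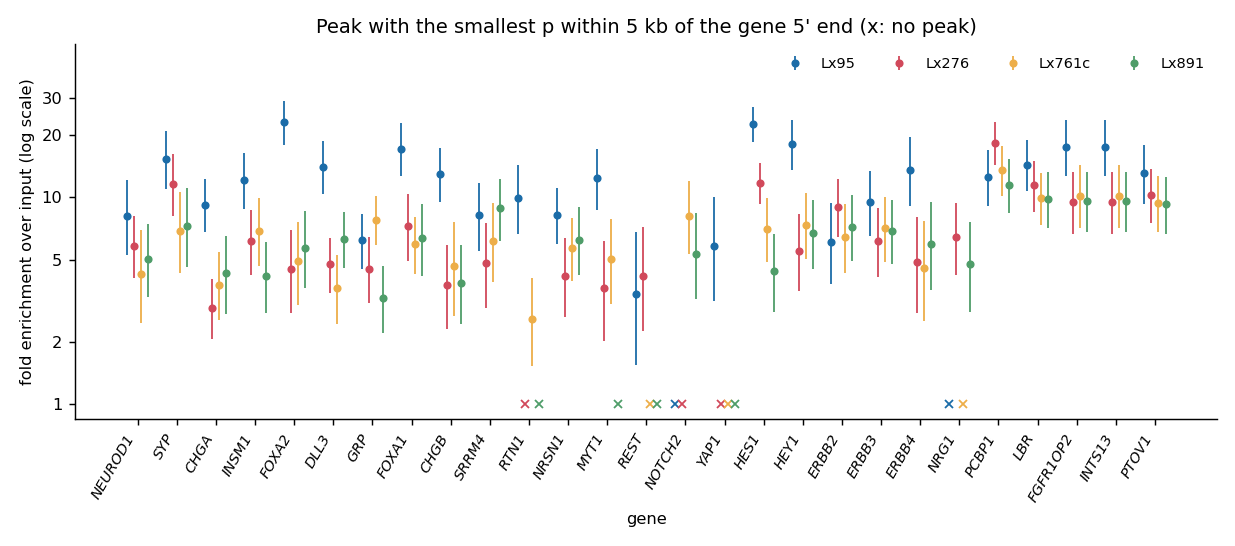
Fold enrichment over input (log scale) of the peak with the smallest p within 5 kb of the 5′ end of each named gene, with exact 95% Poisson intervals, in the 4 PDXs; crosses mark PDXs without a peak. NEUROD1 and the other panel genes have a peak in 4 of 4 PDXs, while YAP1 has a peak in Lx95 only.

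Against the background of other protein-coding genes, binding in at least 2 of 4 PDXs could not distinguish the panel. That background was so high that even 8 of 8 genes, the most possible, did not bring the Fisher's exact p below 0.05. All 8 panel genes (100%) were bound, as were 14152 of 19998 others (70.8%), with a log2 odds ratio of 2.81 and a Fisher's exact p of 0.115 (BH 0.115 over 4 comparisons). Requiring binding in all 4 PDXs moved it most, with 8 of 8 against 7891 of 19998 genes, a log2 odds ratio of 4.7 and a Fisher's exact p of 0.000589. Random lists with the same promoter GC content had a median of 7 of 8 genes bound in at least 2 PDXs (permutation p = 0.282). The panel was chosen by the study on these libraries, so it is not independent evidence.

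On the NE list, 23 of 24 genes (95.8%) were bound, against 13 of 25 (52.0%) on the non-NE list, a log2 odds ratio of 3.86 with a Fisher's exact p of 0.000762 (BH 0.00102). The NE list had more bound genes in 4 of 4 PDXs, with 24 against 16 in Lx95, 21 against 11 in Lx276, 22 against 7 in Lx761c and 19 against 2 in Lx891. CHGA, INSM1 and SYP are on both the NE list and the panel. TMSB15A, the only NE-list gene not bound in at least 2 PDXs and named after its value was seen, had a peak in Lx95 alone. The difference was smallest when any annotated transcript start was used, with a log2 odds ratio of 2.67 and a Fisher's exact p of 0.0488.

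Genes lowered by FHD-286 in both cell lines were compared with other protein-coding genes to ask how many could be direct targets. Of the 710 matched genes, 587 (82.7%) were bound, against 13574 of 19297 others (70.3%), a log2 odds ratio of 1.004 with a Fisher's exact p of 1.32e-13 (BH 2.64e-13). Random lists of the same promoter GC content had a median of 535 bound genes and at most 572, with a permutation p of 0.0001, the smallest that 10000 lists can give. Expression of these genes in the PDXs was not analysed here. It stays open as an explanation, since the background holds all other protein-coding genes, expressed or not. Among genes of H82 with a matching change in accessibility, 652 of 909 lowered genes (71.7%) and 1048 of 1123 raised genes (93.3%) were bound, a log2 odds ratio of −2.45 with a Fisher's exact p of 5.75e-40 (BH 2.30e-39). Of all 20007 protein-coding genes 14161 (70.8%) were bound, so the share of the H82 lowered genes was close to that of genes in general. Raised genes were the more often bound in 4 of 4 PDXs, by log2 odds ratios from −2.54 in Lx95 to −1.56 in Lx891. The 20000 peaks with the smallest p moved the H82 ratio most, to −1.07.

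The study named SRRM4, RTN1, NRSN1 and MYT1 as targets bound at their start sites. SRRM4 (ENSG00000139767.10, chromosome 12, 118981541 to 119163051, plus strand) and NRSN1 were bound in 4 of 4 PDXs, MYT1 in 3 and RTN1 in 2. At SRRM4 the fold enrichment of the peak with the smallest p was 8.17 (5.52 to 11.7) in Lx95, 4.81 (2.91 to 7.54) in Lx276, 6.18 (3.89 to 9.38) in Lx761c and 8.83 (6.16 to 12.3) in Lx891. The summits of these peaks lay at offsets of 106, −1522, 3306 and −1538 bp from the 5′ end, in the same order. The SRRM4 summits nearest to the 5′ end lay at 106, 78, −762 and 24 bp. RTN1 had a summit within 5 kb in Lx95, with a fold enrichment of 9.92 (6.66 to 14.3), and in Lx761c, with 2.58 (1.54 to 4.09). No RTN1 or MYT1 promoter peak was detected in Lx891, and no RTN1 promoter peak in Lx276, at the depth of those libraries. With any annotated transcript start in place of the gene 5′ end, RTN1 and MYT1 were each bound in 4 PDXs.

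Among genes of the low-NE state, HES1 and HEY1 were bound in 4 of 4 PDXs, REST and NOTCH2 in 2 and YAP1 in 1. REST, the target of SRRM4 splicing, had fold enrichments of 3.39 (1.55 to 6.82) in Lx95 and 4.17 (2.25 to 7.18) in Lx276, on 6 and 11 reads at the summit. With any annotated transcript start, NOTCH2 was bound in 4 PDXs and YAP1 in 2. Of the ERBB pathway genes, ERBB2, ERBB3 and ERBB4 were bound in 4 of 4 PDXs and NRG1 in 2, or in 4 with any annotated transcript start. No ERBB3 summit lay within 1 kb of its 5′ end.

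The 5 protein-coding genes bound in all 4 PDXs with the highest minimum fold enrichment were PCBP1, LBR, FGFR1OP2, INTS13 and PTOV1. PCBP1 (ENSG00000169564.7, chromosome 2, 70087477 to 70089203, plus strand) had fold enrichments of 12.5, 18.3, 13.6 and 11.5 in Lx95, Lx276, Lx761c and Lx891. FGFR1OP2 and INTS13 are transcribed in opposite directions from 5′ ends at 26938470 and 26938326 on chromosome 12, and the same peaks were counted for both, with a lowest fold enrichment of 9.499. The lowest values for LBR and PTOV1 were 9.84 and 9.25.

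To ask which lineage factors could share SMARCA4 sites, fixed words were counted at summits. The NEUROD1 E-box CATCTG was found in 9.14% of summit windows in Lx95, 15.2% in Lx276, 13.6% in Lx761c and 14.6% in Lx891, against 13.3%, 13.6%, 12.4% and 12.8% of windows 1000 bp away. Its log2 ratio was −0.54 in Lx95 and 0.16, 0.13 and 0.19 in Lx276, Lx761c and Lx891, with a mean of −0.02 ± 0.35 (SD, n = 4, exact sign-flip p = 1). Without Lx95, the alternative that moved it most, the mean was 0.16.

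The forkhead word TGTTTAC had log2 ratios of −0.82 in Lx95 and 0.55, 0.80 and 0.87 in Lx276, Lx761c and Lx891, with a mean of 0.35 ± 0.79 (SD, n = 4, exact sign-flip p = 0.5). Without Lx95, which moved it most, the forkhead mean was 0.74. The forkhead control fell to −1.65 in Lx95 and was between −0.04 and 0.01 elsewhere, and the word exceeded its control by 0.78 ± 0.14 in 4 of 4 PDXs (exact sign-flip p = 0.125). Weighting the flanking windows to the GC content of summits raised the forkhead word of Lx95 to 0.11, with a mean of 0.67 over the 4 PDXs, and its control in Lx95 to −0.63, against 0.09 to 0.10 elsewhere. For the NEUROD1 word the unweighted difference from its control was 0.07 ± 0.26, above 0 in 3 of 4 PDXs (exact sign-flip p = 0.625).

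**Figure D5:**
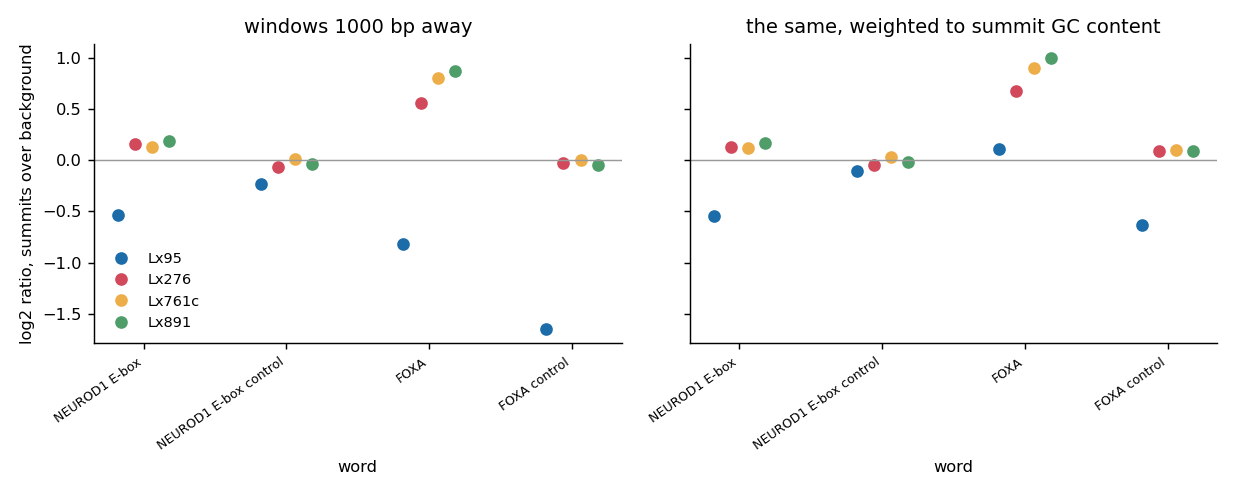
Log2 ratio of the share of summit windows with each word to the share of windows 1000 bp away (left) or of those windows weighted to the GC content of summits (right), in the 4 PDXs, for 2 words and their rearranged controls. Lx95 lies below the other PDXs for every word on the left, at −1.65 for the forkhead control.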

Values the study reported

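The study reported 20,754 SMARCA4 candidate gene targets in Lx95, 17,994 in Lx276, 16,556 in Lx761c and 15,655 in Lx891. Combining promoter binding with genes lowered by FHD-286, it reported 617 SMARCA4 targets common to both SCLC subtypes.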

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

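Of the tests below, that of the recovery of pileups, the comparison within GC bins, the GC-matched flanking windows and the choice of the NEUROD1 E-box for distal summits and for the strongest peaks were chosen after the result was seen. Among 17 measures compared over the 4 PDXs, 4 had a single PDX far from the rest, and it was Lx95 each time. Chance alone sets a PDX this far apart in about 1 in 20 measures (5%), and the measures are not independent of each other. The labels give no group that separates Lx95 from the other PDXs, so no biological explanation was tested.

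The background pileup of Lx95 was 1.06 reads, against 1.88, 1.86 and 1.85 in Lx276, Lx761c and Lx891. A whole number of reads returned the deposited −log10 p to within 0.001 in 100% of Lx95 peaks, as in the other PDXs. That is the recovery itself, and no read total independent of it was available. The weight of a single input read was recovered as 0.428638 background units in Lx95, against 0.428637 to 0.428638 in the other PDXs. An error in recovering the pileups of Lx95 alone would not be expected to return the same weight, so these values argue against it. A library with fewer usable reads stays open.

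Promoter peaks of Lx95 had a log2 ratio of median fold enrichment over distal peaks of 0.20, against −0.02 in each of the other PDXs. Promoters are richer in GC than distal sites, so the GC content of promoter peaks was a candidate explanation. Compared within GC bins, the log2 ratio was still 0.19 in Lx95 and between −0.02 and 0.01 in the others, which argues against GC content of the summit window as the whole cause. What remains open was not tested further.

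At summits, Lx95 was far below the other PDXs for the NEUROD1 E-box (log2 ratio −0.54) and the rearranged forkhead control (−1.65). The forkhead control carries the bases of its word in another order, so its depletion points to sequence composition and not to a forkhead factor. Over all peaks the control of the E-box was less low, at −0.23 in Lx95. Promoter peaks as the source were tested with distal summits, where the NEUROD1 E-box was −0.51 in Lx95 against 0.20 to 0.26 in the others, and the forkhead control stayed at −1.68. An excess of weak peaks was tested with the 20000 peaks of smallest p in each PDX, where the NEUROD1 E-box was −0.79 in Lx95 against 0.14 to 0.33, its control was about as low (−0.76 against −0.13 to −0.08) and the forkhead control fell to −2.12. Neither setting brought Lx95 to the level of the other PDXs. Matching the GC content of flanking windows moved the forkhead control of Lx95 to −0.63, while it was 0.09 to 0.10 in the others, and left the NEUROD1 E-box at −0.55, although the control of that E-box was −0.10 in Lx95, against −0.05 to 0.03. GC content of the 200 bp window may therefore account for part of the forkhead control, but it left both of these words of Lx95 apart from the other PDXs. Whether the low E-box value reflects composition stays open, since its control followed it in the strongest peaks but not at matched GC content. Also open is composition beyond the window or beyond GC content, which was not tested.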

How the results depend on the processing

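Alternatives chosen after the data were seen were the thinned pileups, the positions 50 kb away, the GC-weighted windows, the GC bins and the GC-matched lists of the H82 comparison; all others were planned. Of 365 values recomputed under an alternative, 325 were kept and 31 moved. Another 5 passed the threshold of 0.05 only under the alternative, 4 reversed and 0 lost the threshold. A value with a test was kept if its direction and side of the threshold held, whatever its size. A measure without a test was kept if its size stayed within the spread between PDXs, and a count if within 1.5 times the first. The promoter share relative to shifted peaks was kept while above 1, whatever its size. The causes were not tested, except where a setting keeps fewer peaks, sites or genes by construction.

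The promoter share relative to shifted peaks stayed above 1 under every alternative run, between 1.68 (positions 50 kb away) and 4.91 (1 kb). The NE list stayed above the non-NE list (log2 odds ratios from 2.67 to 5.86). Genes lowered by FHD-286 in both lines stayed above other genes (from 0.41 to 1.55), a background not matched on expression. H82 raised genes stayed above H82 lowered genes (from −2.48 to −1.07). In each of these comparisons the Fisher's exact or permutation p was below the threshold in every setting.

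With the 20000 peaks of smallest p in each PDX, the promoter share was 44.3% (64.8% in Lx95, 33.5% in Lx276, 43.7% in Lx761c and 35.4% in Lx891), the mean log2 ratio of promoter to distal fold enrichment reversed to −0.044 (0.17 in Lx95 and −0.15 to −0.09 in the others), candidate genes fell to 12287, shared regions to 1348, bound genes among SRRM4, RTN1, NRSN1 and MYT1 to 2 and bound FHD-286-lowered genes to 327. In the same setting the NE panel reached a log2 odds ratio of 3.07 (Fisher's exact p = 0.00544), with 7 of 8 genes bound. Fewer peaks are kept here by construction, which lowers the counts. The rise in the promoter share came mostly from Lx95.

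A 1 kb window gave a promoter share of 18.9% and an NE panel ratio of 3.39 (Fisher's exact p = 0.0278). Any annotated transcript start gave a promoter share of 47.3%, and protein-coding genes only gave 23.3% and 14644 candidate genes. Shared regions fell to 1323 with 50% reciprocal overlap and to 2836 with summits within 200 bp. The NE panel ratio was 3.57 (Fisher's exact p = 0.0246) with binding in at least 3 PDXs and 4.7 (Fisher's exact p = 0.000589) with binding in all 4. Binding in all 4 PDXs also left 2 of the 4 SRRM4-group genes and 328 FHD-286-lowered genes. The p-value of the panel ranged from 0.000589 to 0.282 over its alternatives, so its side of the threshold depends on the setting. Where all 8 genes were bound the count could go no higher, so there the side reflects the background.

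Distal summits reversed the NEUROD1 E-box to 0.046.

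Leaving out each PDX in turn gave a promoter to distal log2 ratio from −0.021 to 0.053, an NE panel ratio from 3.03 to 3.47 and a NEUROD1 E-box from −0.083 to 0.16. The promoter to distal ratio and the NEUROD1 E-box reversed only without Lx95, at −0.021 and 0.16. The panel passed the threshold only without Lx95 (3.47, Fisher's exact p = 0.0258), where binding in 2 of 3 was required, and had a Fisher's exact p of 0.0572 to 0.0603 without each of the others.

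For the named genes, 25 values fell to fewer PDXs and 5 rose to more. Of these, 17 changed by over 1.5 times, 11 of them in the 20000 peaks of smallest p, which hold fewer peaks. Control words moved in 1 further setting.

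Depth limits the absence of peaks. The weakest peaks rested on 5 to 7 reads, and thinning called summits to the background pileup of Lx95 left 89655 of the 104628 peaks of Lx276.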

Other observations

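Chosen after the result was seen were the test of sequencing depth in Lx95, the test of summit reads on thinned summits, the presence of Lx95 peaks at regions shared by a pair of the others, the GC-matched lists of the H82 comparison, the H82 comparison without Lx95, the overlap of peaks without Lx95, the count of coding summits against the excess of peaks, and the comparison of strong peaks with the average overlap of their own PDX.

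Lx95 had the most peaks, 21694 above the next PDX. Deeper sequencing of Lx95 is argued against by its background pileup of 1.06 reads, the lowest of the 4, provided the recovery of pileups holds. Weak peaks on few reads were tested with peaks of at least 10 summit reads. As deposited, Lx276 had more of these (100171) than Lx95 (88466), a count that depends on depth. With the called summits of the other PDXs thinned to the background pileup of Lx95, and without calling peaks again, they had 51670, 36388 and 35356, so the lead of Lx95 was 36796, close to its lead of 36667 over all peaks at the same thinning. These values argue against few reads as the whole cause. At 8-fold enrichment or more the unthinned lead was 7569, which covers only part of the excess. Focal copy-number gains unmatched by the pooled input would gather peaks in few places. The richest 5% of 1 Mb windows held 25.5% of the autosomal peaks found in Lx95 only. The same share was 22.9% in Lx276, 26.1% in Lx761c and 48.9% in Lx891. Clustering in Lx95 was thus not unusual, which argues against focal gains as the cause. Gains of whole chromosome arms would spread over many windows, so the test could not decide on them. The high share in Lx891 was not followed up. Mouse reads mapped to conserved human exons were tested with distal summits in coding sequence. The first test came out as that explanation predicts, with 1.79 times the shifted share in Lx95 against 1.08 to 1.33 in the others. However, only 1546 distal summits of Lx95 lie in coding sequence, too few for an excess of 21694 peaks, and at matched GC content the ratio was 0.469 in Lx95, the lowest of the 4 (0.651 to 0.843 in the others). These values argue against mouse reads over coding exons as the cause. Mouse reads over other conserved sequence were not tested.

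A GC bias of the Lx95 library is a candidate explanation that the values go with. Distal summits found in Lx95 only had a median GC content of 54.0%, against 43.5%, 38.5% and 40% in Lx276, Lx761c and Lx891. Peaks with a summit window under 50% GC numbered 24050 in Lx95, the fewest of the 4, against 63540, 53436 and 50784, so the excess lies in GC-rich sequence, where Lx95 had 102263 peaks against 29307 to 41088. Regions shared by a pair of the other PDXs were split by GC content in 1000 bp windows. Under 40% GC, Lx95 had a peak in 14.8%, 16.8% and 18.2% of them, against 43.3% in Lx276, 61.8% in Lx761c and 57.7% in Lx891 at the same regions. At 50% GC or more, Lx95 had a peak in 90.6%, 89.5% and 91.5%, against 80.6%, 72.5% and 68.3%, so a weaker trend in this direction was present in the others as well. The missing AT-rich sites and the surplus of GC-rich ones may thus share a source in library preparation. A preference of SMARCA4 for GC-rich sites in this PDX would give the same values, and with 1 library per PDX and a pooled input it was not separated from such a bias. The absence of a Lx95 peak at an AT-rich site is accordingly weak evidence that SMARCA4 does not bind there.

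Overlap of peaks between PDXs was low, with 38.9% of Lx95, 51.6% of Lx276, 65.6% of Lx761c and 63.2% of Lx891 peaks overlapped in another PDX. Weak peaks near the calling threshold are a possible explanation. Among the 5000 peaks of highest fold enrichment the share overlapped was at least 70.1% (Lx276) and up to 90.6% (Lx95), above the average of each PDX. The 5000 peaks of lowest fold enrichment were less often overlapped than average in Lx95 (26.8%) and slightly less in Lx276 (51.4%), but not in Lx761c (68.9%) or Lx891 (66.4%); ranked by p, the weakest 5000 were below average in all 4, from 18.1% to 50.3%. These shares count overlap with any peak of another PDX and were not matched on width. Pairwise overlap fell in most comparisons with only the 20000 peaks of smallest p per PDX, as from 43.04% to 29.1% for Lx761c peaks in Lx276. It rose only for Lx95 peaks in Lx761c (22.46% to 29.35%) and in Lx891 (20.08% to 22.03%). That setting drops partner peaks too, which lowers overlap by construction, so it cannot decide. Whether weak peaks account for part of the low overlap stays open. The GC content of Lx95 is argued against as the whole source, since no pair of the other PDXs shared more than 43% of peaks.

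Promoter GC content was tested as the source of the list differences. Against random lists with the same GC content, the NE list still exceeded the non-NE list, with a permutation p of 0.0043. For the H82 lists the log2 odds ratio was −1.87 after GC matching, with a permutation p of 0.001, the smallest that 1000 lists can give. Without Lx95 it was −2.08 (Fisher's exact p = 3.17e-45). Promoter GC content and the Lx95 library are thus argued against as the whole cause of these differences. Expression level in the PDXs was not analysed here and stays open as an explanation of both. Among the H82 lists, more frequent promoter binding therefore does not single out the lowered genes; no raised list was compared with the genes lowered in both lines.

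Candidate target genes of any type numbered 37403 in Lx95, 28927 in Lx276, 26846 in Lx761c and 24283 in Lx891. These are higher than the values quoted from the study above, while the counts of protein-coding genes alone (17075, 14627, 13837 and 13035) are lower, so the direction of the gap depends on the gene types counted.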
